# LIF regulates CXCL9 in tumor-associated macrophages and prevents CD8^+^ T cell tumor-infiltration impairing anti-PD1 therapy

**DOI:** 10.1038/s41467-019-10369-9

**Published:** 2019-06-11

**Authors:** Mónica Pascual-García, Ester Bonfill-Teixidor, Ester Planas-Rigol, Carlota Rubio-Perez, Raffaella Iurlaro, Alexandra Arias, Isabel Cuartas, Ada Sala-Hojman, Laura Escudero, Francisco Martínez-Ricarte, Isabel Huber-Ruano, Paolo Nuciforo, Leire Pedrosa, Carolina Marques, Irene Braña, Elena Garralda, María Vieito, Massimo Squatrito, Estela Pineda, Francesc Graus, Carmen Espejo, Juan Sahuquillo, Josep Tabernero, Joan Seoane

**Keywords:** Cancer, Cancer microenvironment

## Abstract

Cancer response to immunotherapy depends on the infiltration of CD8^+^ T cells and the presence of tumor-associated macrophages within tumors. Still, little is known about the determinants of these factors. We show that LIF assumes a crucial role in the regulation of CD8^+^ T cell tumor infiltration, while promoting the presence of protumoral tumor-associated macrophages. We observe that the blockade of LIF in tumors expressing high levels of LIF decreases CD206, CD163 and CCL2 and induces CXCL9 expression in tumor-associated macrophages. The blockade of LIF releases the epigenetic silencing of CXCL9 triggering CD8^+^ T cell tumor infiltration. The combination of LIF neutralizing antibodies with the inhibition of the PD1 immune checkpoint promotes tumor regression, immunological memory and an increase in overall survival.

## Abstract (web summary)

LIF is a pleiotropic cytokine that promotes an immunosuppressive microenvironment and has critical functions in embryonic development. Here, the authors show that LIF regulates CD8^+^ T cell tumor infiltration in cancer by repressing CXCL19 and promoting the presence of protumoral macrophages and thatLIF inhibition, via neutralizing antibodies, promotes T cell infiltration and synergizes with immune checkpoint inhbitors resulting in tumor regression and immunological memory.

## Introduction

LIF is a pleiotropic cytokine with a critical dual function in embryonic development^1,2^. LIF regulates embryonic stem cell (ESC) self-renewal preventing early differentiation^3^ and is required for blastocyst implantation in the uterus^4^. Specifically, LIF generates a local immunosuppressive microenvironment in order to protect the embryo from the mother’s immune system^4–7^. Ablation of LIF in mice prevents embryo implantation, and women with loss-of-function LIF mutations show infertility with impairment of in vitro fertilization^4–7^. Thus, LIF is a master regulator of embryo implantation through the regulation of the immune tolerance in pregnancy.

LIF can act as an oncogenic factor through the induction of the self-renewal of cancer-initiating cells^8^, the regulation of cancer-associated fibroblasts^9^, as well as promoting radioresistance^10^ and chemoresistance^11^. Importantly, the expression of LIF in cancer is widely heterogeneous and some tumors express aberrantly high levels of LIF while others do not express LIF^12^. Non-small cell lung cancer, breast cancer, colorectal cancer, and nasopharyngeal cancer patients with tumors expressing high levels of LIF exhibit a shorter overall survival^8–10^ indicating that high LIF expression might be involved in the oncogenic progression of these malignancies. However, the molecular mechanisms underlying the role of LIF in the immune response in cancer have not been elucidated yet.

Here, we find that tumors expressing high levels of LIF tend to be infiltrated with tumor-associated macrophages (TAMs). LIF regulates the expression of CD163 and CD206, as well as several chemokines including CXCL9 and CCL2 in TAMs. Specifically, LIF triggers the epigenetic silencing of the CXCL9 locus by the recruitment of EZH2 to the CXCL9 promoter. The blockade of LIF in tumors expressing high levels of LIF releases the CXCL9 repression acting as a chemoattractant of cytotoxic CD8^+^ T cells. LIF is then a crucial regulator of CD8^+^ T cell tumor infiltration. Importantly, the combination of the blockade of LIF with checkpoint inhibitors induces tumor regression, immune memory, and an increase in overall survival.

## Results

### LIF expression correlates with TAM tumor infiltration

To study the effect of LIF on the cancer immune system, we first determined whether LIF expression correlated with the presence of tumor immune cell infiltrates in human cancer. We observed a significant correlation between LIF and TAMs across several tumor types of The Cancer Genome Atlas (TCGA) (Fig. 1a, b, Supplementary Data 1). Glioblastoma (GBM), prostate adenocarcinoma, thyroid cancer and ovarian cancer were the 4 tumor types exhibiting the highest correlations between LIF and TAMs, while showing a high LIF expression across tumor samples (Fig. 1a, b). A wide range of LIF expression was observed in GBM tumors being it expressed by tumor cells and the immune cell infiltrates (Supplementary Fig. 1).

**Fig. 1:**
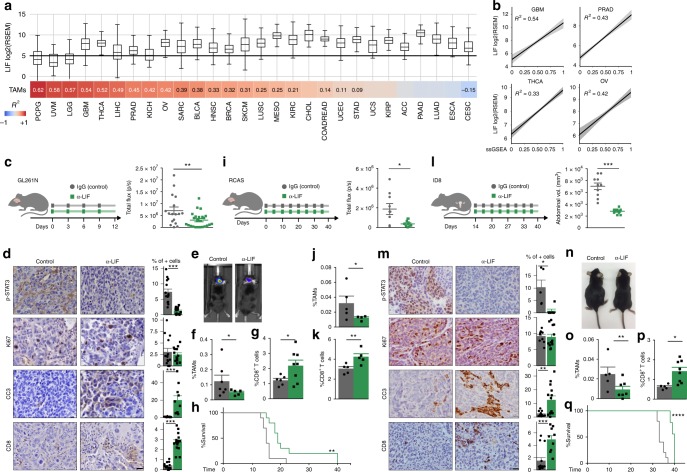
LIF blockade decreases tumor growth and regulates immune cell infiltration. **a** Top-panel, distribution of LIF mRNA expression (log2 RSEM) across 28 distinct solid tumors (see Supplementary Data 1b) in boxplots (middle line depicts the median and the whiskers the interquartile range). Black line represents the estimated cut-off between low expression/background noise. Bottom panel, correlation values (Pearson *R*^2^ values) between LIF expression and the relative abundance of TAMs based on ssGSEA of the gene signature (see Supplementary Data 1a). Correlation values are only shown if the correlation is significant (adjusted *P*-value < 0.1) (see Supplementary Data 1c). Cancer types are sorted according correlation value between LIF and TAMs relative abundance. **b** Linear regression plots of LIF expression and relative abundance (ssGSEA rescaled from 0 to 1 for visualization purposes) of TAMs in GBM, prostate adenocarcinoma (PRAD), thyroid carcinoma (THCA) and ovarian carcinoma (OV) cohorts. Shade represents the confidence intervals of the regression estimate. **c**, **i**, **l** Tumor growth of GL261N (**c**), RCAS (**i**), and ID8 (**l**) models measured as total flux (p/s) or abdominal volume (mm^3^), respectively. Scheme representing the experimental procedure is shown. Anti-LIF or isotype control (IgG) treatment started on the day of surgery (GL261N and RCAS) or 14 days post-inoculation (dpi) (ID8). **d**, **m** Representative p-STAT3, Ki67, CC3, and CD8 IHC images and percentages of staining for GL261N (**d**) and ID8 (**m**) tumors. **e**, **n** Representative images of GL261N (**e**) and ID8 (**n**) tumor-bearing mice treated with anti-LIF or IgG. **f**–**g**, **j**–**k**, **o**–**p**, Percentages of CD11b^+^ F4/80^+^ CD163^+^ CD206^+^ MHCII^low^ TAMs (**f**, **o**) or CD11b^+^ Ly6G^−^ Ly6C^−^ CD163^+^ CD206^+^ MHCII^low^ (**j**) and CD8^+^ T cells (CD3^+^ CD8^+^) of GL261N (**g**), RCAS (**k**), and ID8 (**p**) tumors analysed by flow cytometry. **h**, **q**, Overall survival of GL261N (**h**) and ID8 (**q**) models treated with anti-LIF or IgG. Data are mean ± SEM. Statistical analyses by Mann–Whitney *T*-test and Log-rank test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

### The blockade of LIF induces an antitumor immune response

We decided to use immunocompetent mouse models of GBM and ovarian cancer (tumor types where LIF strongly correlates with TAMs) to study the potential immune-modulating role of LIF in cancer. We identified the GBM cell line, GL261N (a derivative of the GL261 cell line), the *GFAP-tv-a* RCAS-PDGFA, shp53, shNF1 (RCAS) transgenic model^13^ and the ovarian cancer cell line, ID8, that generated tumors in the brain (GL261N and RCAS) and peritoneum (ID8) of mice expressing high levels of LIF (Supplementary Fig. 2a).

We repressed LIF function in GL261N, RCAS and ID8 models using neutralizing antibodies, CRISPR/CAS9 or RNA interference technologies and observed a decrease in tumor growth and a modest increase in survival (Fig. 1c, e, h, i, l, n, q, Supplementary Figs. 2b–f,  3e, f). The blockade of LIF in the GL261 tumor model, a tumor that did not express LIF, did not inhibit tumor growth (Supplementary Fig. 2a, g).

Neutralizing antibodies against LIF induced a marked decrease in p-STAT3 levels showing that in these animal models (selected based on high LIF expression) LIF was the main cytokine inducing the JAK-STAT3 pathway (Fig. 1d, m). Moreover, while we did not observe a significant decrease in Ki67 positive cells, we detected an increase in cleaved caspase 3 (CC3) indicating that the blockade of LIF induced tumor cell death (Fig. 1d, m).

In order to evaluate the role of the immune system in the response to anti-LIF treatment, we performed experiments using immunodeficient animals. Treatment of GL261N tumors in RAG^−/−^ or NOD SCID mice (both strains of mice lacking the adaptive immune response) with anti-LIF did not show a significant impact on tumor growth (Supplementary Fig. 2h). This indicated that in our models the antitumor response to the blockade of LIF was mainly mediated by the adaptive immune response.

We decided to further investigate the molecular mechanisms involved in the immune response to anti-LIF treatment. We observed a decrease in the number of protumoral TAMs (Fig. 1f, j, o) and, importantly, a concomitant increase in tumor infiltration of CD8^+^ T cells upon anti-LIF treatment (Fig. 1d, g, k, m, p). Natural killer (NK) and regulatory T (Treg) cell numbers increased and decreased upon treatment with anti-LIF, respectively (Supplementary Fig. 2i–l). Infiltrating CD8^+^ T cells expressed Granzyme A (GZMA) suggesting that they were mediating the cytotoxic effect (Supplementary Fig. 3a). Moreover a compartment of CD8^+^ T cells expressed PD1 (Supplementary Fig. 3b, c). TAMs derived from recruited monocytes (CD11b^+^ Ly6G^−^ Ly6C^−^ CD49d^+^)^14^ were decreased in response to anti-LIF or LIF shRNA (Supplementary Fig. 3d–f) and no major effect was observed on the dendritic cell population (CD11b^+^, CD11c^+^, MHCII^+^) (Supplementary Fig. 3g) nor on the levels of IL12 or IL10 in the tissue (Supplementary Fig. 3h).

We then assessed whether the LIF-mediated regulation of the tumor immune infiltrates was the cause or the consequence of the antitumor response. To this end, we performed an acute treatment experiment where we treated mice with established tumors with anti-LIF for 4 days. The 4 day-treatment did not affect tumor growth (Supplementary Fig. 3i) but was enough to engage CD8^+^ T cell tumor infiltration (Supplementary Fig. 3j). This showed that CD8^+^ T cell infiltration was not the result of the anti-tumor response to the blockade of LIF.

### LIF regulates the expression of protumoral cytokines in TAMs

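Transcripts were measured in CD11b+ myeloid cells from the ascites of C57BL/6 mice bearing ID8 tumors, a mouse ovarian cancer line that grows in the peritoneal cavity. CD11b, encoded by Itgam, is an integrin subunit carried by macrophages, monocytes and neutrophils, and the cells were collected with anti-CD11b magnetic beads. The comparison holds 4 control mice and 4 mice treated with the LIF-neutralizing antibody, with 1 array per mouse. Itgam itself stood at a log2 value of 8.67 ± 0.36 (SD, n = 4) in control mice and 8.49 ± 0.22 (SD, n = 4) in treated mice, and the difference did not pass the test (adjusted p = 0.59 from limma). Lifr, which encodes the LIF receptor, was at 7.37 ± 0.16 (SD, n = 4) in control mice. Of 14 genes of ovarian tumor and mesothelial cells, which had a median log2 level of 8.48 over all arrays, 3 rose, 3 fell and 8 did not pass the test (4 higher and 3 lower when adjusted over the list alone). That level is near the 8.47 of 19 general macrophage genes and above the 4.57 of the median gene in control arrays. The share of tumor and mesothelial RNA in the preparations was not measured. The paper gives an antibody dose of 300 μg, 2 times a week, and its Fig. 1 legend starts treatment of ID8 mice at day 14. The sample labels place the start at day 12 and the length of treatment at 25 days. The labels and the Fig. 2 legend describe the controls as untreated, and the methods describe a control IgG.
RNA was hybridized to Affymetrix Mouse Gene 2.1 ST arrays, and the values are log2 intensities after Robust-Microarray Average (RMA) normalization by Progenika. They cover 41345 array features, of which 23521 carry a single gene symbol, 1814 carry several and 16010 have none in the annotation used here. Features with a single symbol were averaged to 22180 genes, and control and treated mice were compared with limma on the log2 scale, without pairs, with Benjamini-Hochberg adjustment and the study's threshold of 0.1. Correlations between arrays of one group ran from 0.975 to 0.984, and those across the groups from 0.955 to 0.976. The treated arrays had a slightly narrower spread of values, with SDs of 1.95 to 1.97 over all features against 2.02 to 2.07 on the control arrays. No scanner files were used here, so no background level could be set for low values, and the number of arrays limits the precision.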

We isolated CD11b^+^ cells from the ID8 mouse model treated or untreated with anti-LIF antibodies and performed a transcriptomic analysis. 

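After anti-LIF treatment, genes of chemokines, scavenger receptors and a lysosomal protease fell in CD11b+ cells, and the T cell-attracting chemokine gene Cxcl9 rose. Pf4, which encodes a chemokine of platelets and macrophages, went from a log2 value of 10.04 ± 0.53 (SD, n = 4 mice) in controls to 5.90 ± 0.43 (SD, n = 4) in treated mice, which is 17.6-fold lower. Cxcl9 went from 4.41 ± 0.24 (SD, n = 4) to 7.48 ± 1.05 (SD, n = 4), which is 8.39-fold higher. Its control mean lay below the median of all genes in control arrays (4.57), where no background level could be set. The log2 fold change of Cxcl9 was 3.07 (standard error 0.40, adjusted p = 0.0021 from limma), and that of Pf4 was -4.14 (standard error 0.27, adjusted p = 1.0e-04). The monocyte chemoattractant genes Ccl7 and Ccl2 had log2 fold changes of -2.58 (standard error 0.24, adjusted p = 5.8e-04 from limma) and -1.64 (standard error 0.26, adjusted p = 0.0040). Ccl3, which encodes the chemokine MIP-1α, was 5.79-fold lower (adjusted p = 6.6e-04). Ctsk, the gene of the protease cathepsin K, had a log2 fold change of -2.40 (standard error 0.42, adjusted p = 0.0063 from limma). Mrc1, which encodes the mannose receptor CD206, and Cd163, the gene of the hemoglobin scavenger receptor, had log2 fold changes of -2.03 (standard error 0.34, adjusted p = 0.0055) and -1.93 (standard error 0.31, adjusted p = 0.0046). For each of these 8 genes all 4 treated mice lay on one side of all 4 control mice (exact two-sided permutation test, p = 0.029, the smallest p that 4 mice against 4 allow). The paper named these genes from the same arrays, so this is not independent support. Of all genes, 18.5% separated in this way, where chance gives 2.86%. Replicate 6 stood apart among the treated mice, with the highest Ccl2 value (9.19) and the lowest Cd163 value (4.26), and it also had the highest Cxcl9 value (9.00).

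**Figure D1:**
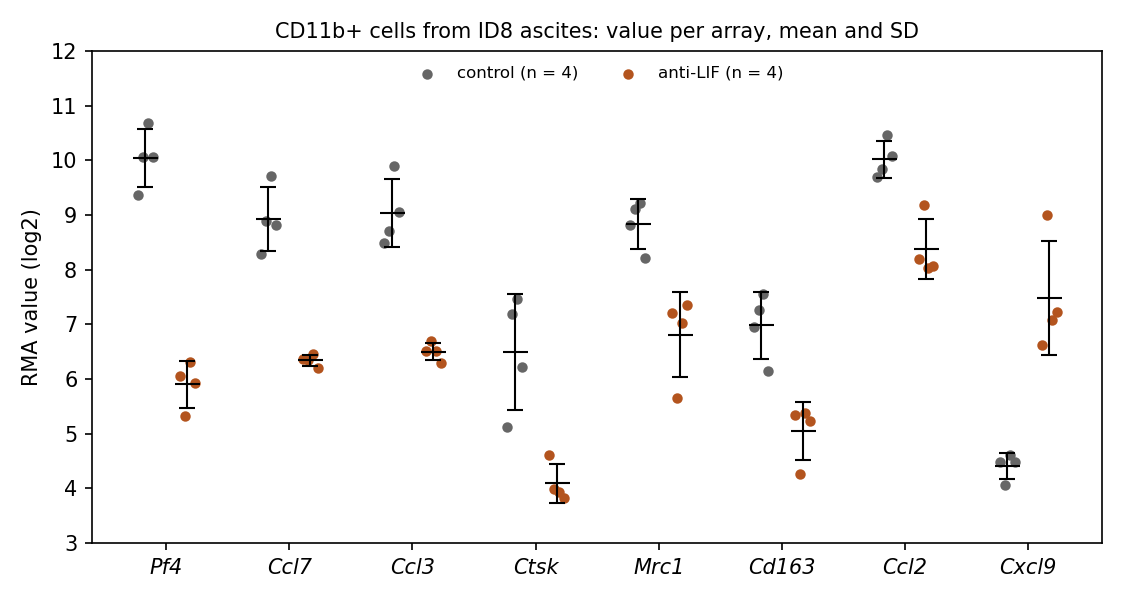
RMA values on the log2 scale (vertical axis) of the 8 genes in each of the 4 control mice (gray) and 4 anti-LIF-treated mice (orange), with horizontal marks and bars for the mean and SD. Cxcl9 lies between 4.06 and 4.62 in control mice and between 6.62 and 9.00 in treated mice, and Pf4 between 9.37 and 10.7 and between 5.31 and 6.32.

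Other genes of alternative, M2-like macrophage activation also fell. Of 29 such genes, 18 were lower, none was higher and 11 did not pass the test, and 19 were lower and 1 higher when adjusted over the list alone. F13a1, the gene of coagulation factor XIII subunit A, had a log2 fold change of -2.76 (adjusted p = 1.2e-04 from limma), the chitinase-like gene Chil3 was 6.34-fold lower (adjusted p = 0.0030), and Arg1, the gene of arginase 1, had a log2 fold change of -1.02 (adjusted p = 0.010). Il10, another member, was at -0.04 (adjusted p = 0.92). As a set the M2-like list was lower by camera with a preset correlation of 0.01 (adjusted p = 6.3e-10) and not with an estimated one (adjusted p = 0.25 with an estimated correlation). Fry, which tests the direction of a list without comparing it with other genes, called it lower (adjusted p = 0.011). Of 20 genes of classical, M1-like activation, 4 rose, 1 fell and 15 did not pass the test, and 6 were higher and 4 lower when adjusted over the list alone. The 4 were Cxcl9, Irf1, Il18 and Socs1. Socs1 lost its call under 9 alternative settings and had a log2 fold change of 1.09, or 0.65 without treated replicate 6. The lower one was the Fc receptor gene Fcgr1, chosen after its values were seen. No M1-like gene was lower without control replicate 2 or 3 or treated replicate 5, 7 or 8, and 3 were lower without control replicate 1 or treated replicate 6. Il12a and Il12b had log2 fold changes of 0.08 (adjusted p = 0.86 from limma) and 0.15 (adjusted p = 0.62). Camera did not call the M1-like list (adjusted p = 0.17), but did with genes above the median level (adjusted p = 0.059), with arrays centred on their medians (adjusted p = 0.073), without control replicate 3 (adjusted p = 0.093) and without treated replicate 5 (adjusted p = 0.065). The study's fold changes had been seen when both lists were written, and Cxcl9, Mrc1 and Cd163 are among their members, so the counts are not independent evidence of a direction. Of 19 general macrophage genes listed after these results were seen, 9 were lower and none was higher (median log2 fold change -0.52).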

Several genes related to an oncogenic phenotype were downregulated (i.e., CCL2, CCL3, CCL7, PF4, CTSK, CD206, CD163) and, interestingly, CXCL9 was upregulated (Fig. 2a, Supplementary Data 2). The aforementioned gene responses were validated by qRT-PCR in the ID8 and GL261N models (Fig. 2b).

**Fig. 2:**
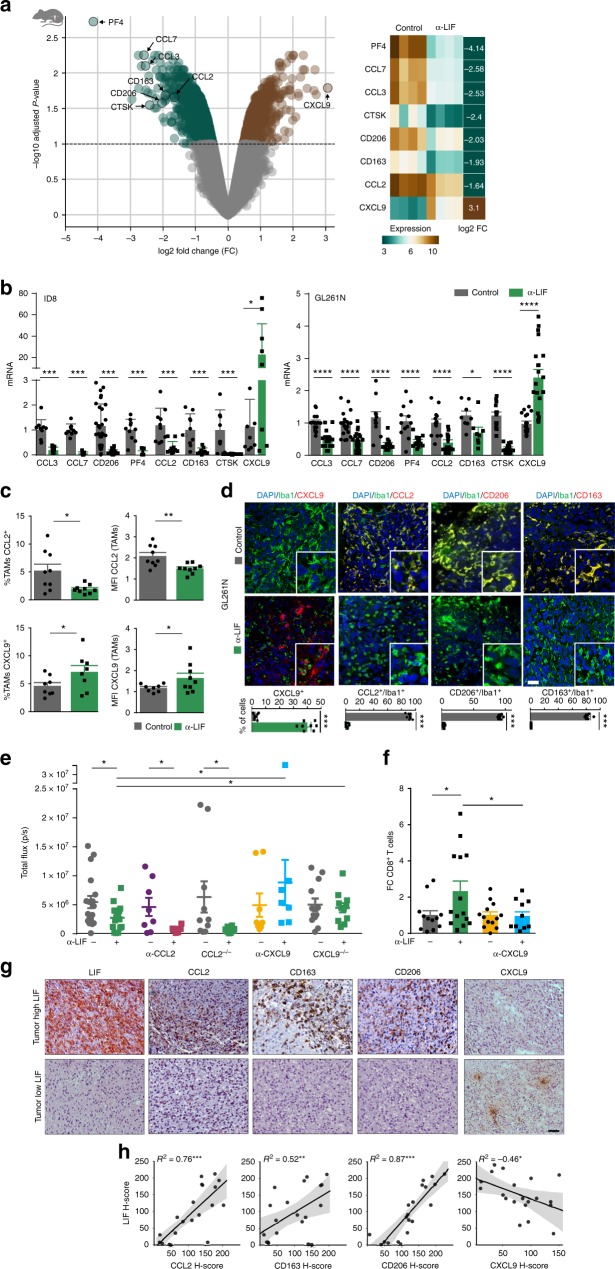
LIF regulates CXCL9, CCL2, CD206, and CD163 in TAMs. **a** Differential expression analysis of isolated CD11b^+^ cells from anti-LIF treated ID8 mice vs. control. Volcano plot representing the genes significantly (*Q*-value < 0.1) overexpressed (brown) and significantly underexpressed (turquoise). Heatmap representing the expression values of the indicated genes, each column represents a sample and each row a gene. The last column represents the log2 fold change (log2 FC) of gene expression. **b** mRNA expression for the indicated genes in isolated CD11b^+^ cells from anti-LIF treated or untreated ID8 and GL261N tumors. **c** Percentage and mean fluorescence intensity (MFI) of CCL2 and CXCL9 in TAMs (CD11b^+^ Ly6G^−^ Ly6C^−^) from anti-LIF treated or untreated GL261N tumors. **d** Representative IF images of Iba1 and the indicated markers stainings of GL261N tumors (see Supplementary Fig. 4). Scale bar, 20 μm. Bottom, percentage of double positive cells relative to the TAM marker positive cells. CXCL9 quantification is relative to the total number of cells. **e** Tumor growth of GL261N in WT, CXCL9^−/−^, and CCL2^−/−^ mice or mice treated with the indicated antibodies is shown as total flux (p/s). **f** Fold change (FC) of tumor infiltrating CD8^+^ T cells in the indicated treatments. Data are mean ± SEM. **g**, **h** Representative IHC of the indicated markers from 20 GBM tumors. The degree of staining was quantified using *H*-score method. Correlations between LIF and CCL2, CD206, CD163, and CXCL9 with the *R*-squared coefficients (*R*^2^) were calculated (**h**). Statistical analyses by Mann–Whitney *T*-test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001

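Among 22180 genes tested with limma at the study's threshold, 1284 were higher and 2448 were lower after anti-LIF treatment. The higher genes made up 34.4% of the calls, against 18.7% (749 genes) when each array was centred on its median. The number of higher genes was 844 without control replicate 2, 802 without control replicate 3 and 840 without treated replicate 7. Immunoglobulin and interferon-induced genes were among the 10 largest rises. Igkj1, a kappa light chain joining segment, was 10.5-fold higher and Jchain, whose product links antibody chains, was 9.20-fold higher. Their control means, 3.78 and 3.61, lay below the median of all genes in control arrays (4.57), where no background level could be set. Of 12 B cell genes 1, Spib, rose and 11 did not pass the test (1 higher also when adjusted over the list alone). Fry called that list higher (adjusted p = 0.071). Its median level of 3.63 was low too, so the counts cannot tell whether B cell RNA rose. Iigp1, an immunity-related GTPase gene, had a log2 fold change of 2.71 (standard error 0.52, adjusted p = 0.0095 from limma), and the guanylate-binding protein genes Gbp2b, Gbp8, Gbp5 and Gbp3 had log2 fold changes of 2.65, 2.35, 2.31 and 2.17. Treated replicate 6 stood apart in Gbp5, at 8.57. It had the highest mean log2 level of the interferon-induced GTPases, 8.51 against 6.52 to 7.24 in the other treated mice. On the other side, Ppbp, a chemokine gene of platelets, had a log2 fold change of -2.96 (standard error 0.53, adjusted p = 0.0071), Gpnmb, a lysosomal glycoprotein gene, of -2.52 (standard error 0.41, adjusted p = 0.0046) and Cd36, the gene of a lipid scavenger receptor, of -2.43 (standard error 0.26, adjusted p = 7.9e-04). Of 11 measured platelet and megakaryocyte genes, Pf4 and Ppbp were the 2 that fell, and 9 did not pass the test (2 lower also when adjusted over the list alone), with a median log2 fold change of 0.05.
Of 14 interferon-induced GTPases, 9 rose, none fell and 5 did not pass the test, and 13 were higher when adjusted over the list alone. Their median log2 fold change was 1.90, and 1.34 without treated replicate 6. Camera called the list higher with its preset correlation (adjusted p = 4.6e-09) and not with an estimated one (adjusted p = 0.28 with an estimated correlation), and fry called it higher (adjusted p = 0.029). The gene lists were written after the study's fold changes from these same arrays had been seen. Their counts and tests are therefore not independent evidence of a direction. In the type I interferon response, 1 of 26 genes, Oasl2, rose and 25 did not pass the test (1 higher also when adjusted over the list alone), but 4 rose without control replicate 3, with quantile normalization again, with array weights or among genes above the median level, and 2 without treated replicate 7. The mean of the GTPases minus the mean of the type I genes went from -0.36 ± 0.54 (SD, n = 4) in control mice to 1.06 ± 0.35 (SD, n = 4) in treated mice (exact two-sided permutation test, p = 0.029). The type I mean was 6.683 and 6.215 in control replicates 3 and 4, against 5.462 and 5.465 in control replicates 1 and 2. In treated mice it ran from 5.714 to 7.149. The difference therefore rests partly on control replicates 3 and 4, and a rise of type I genes is not excluded. Of 16 genes of MHC class I presentation, 8 rose and none fell (9 higher when adjusted over the list alone), but 3 rose without control replicate 2, 4 without control replicate 1 or 4 or treated replicate 8, and 5 without treated replicate 6. Among them was Psmb9, a subunit gene of the immunoproteasome, at a log2 fold change of 1.03 (adjusted p = 0.020 from limma). This list was higher by camera with the preset correlation (adjusted p = 3.6e-05) and by fry (adjusted p = 0.071), and not by camera with an estimated one (adjusted p = 0.36 with an estimated correlation). Of 10 class II presentation genes, 2 rose, the transactivator gene Ciita by 1.76 (adjusted p = 0.0034) and H2-Ab1 by 0.92 (adjusted p = 0.0078), and 1 fell, H2-Oa, whose call was lost without control replicate 3 or treated replicate 5 or 7 (3 higher and 1 lower when adjusted over the list alone). The class II list was higher by camera with the preset correlation (adjusted p = 0.075) and not by fry (adjusted p = 0.19) or with an estimated one (adjusted p = 0.52 with an estimated correlation). In the same arrays 5 of 23 T and NK cell genes were higher and 1, Klrd1, was lower (13 and 1 when adjusted over the list alone), and 3 were higher without control replicate 2 or 3 or treated replicate 5. Cd8a had a log2 fold change of 0.76 (adjusted p = 0.0096) and Nkg7 one of 0.85 (adjusted p = 0.0096). Camera called the T and NK cell list higher (adjusted p = 5.9e-04), as did fry (adjusted p = 0.013), but not with the other correlation (adjusted p = 0.25 with an estimated correlation).

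**Figure D2:**
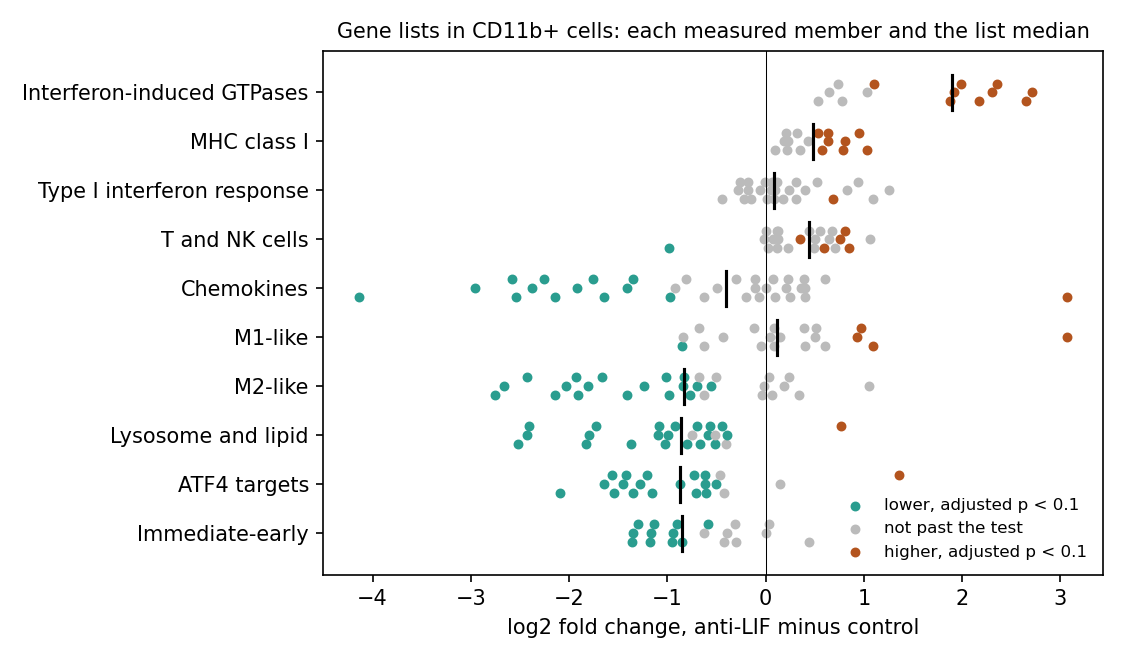
Log2 fold change, anti-LIF minus control (horizontal axis), of each measured member of 10 gene lists, with 4 mice per group. Colored points passed the test, gray points did not, and the black line is the list median, which was 1.90 for the interferon-induced GTPases and -0.86 for the lysosome and lipid genes.

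Genes of lipid handling and of amino acid stress fell. Of 24 lysosome and lipid handling genes, 20 were lower, 1 was higher and 3 did not pass the test (22 lower and 1 higher when adjusted over the list alone). Of 21 amino acid stress genes controlled by ATF4, 17 were lower and 1 was higher (18 and 1 when adjusted over the list alone), with the cystine transporter gene Slc7a11 at a log2 fold change of -2.09 and the asparagine synthetase gene Asns at -1.56. The higher members were Nr1h3, the gene of a lipid-sensing nuclear receptor, and Ddit4, both chosen after their values were seen. Of 19 immediate-early and handling stress genes, 11 were lower and 8 did not pass the test (12 lower and 1 higher when adjusted over the list alone), with Egr1 at -1.36 and Fosb at -1.35. These 3 lists were lower by camera with the preset correlation (adjusted p = 2.4e-13, 4.5e-11 and 2.3e-07) and not with an estimated one (adjusted p = 0.25, 0.25 and 0.28 with an estimated correlation). Fry called all 3 lower (adjusted p = 0.0092, 0.011 and 0.020). The paper states that Ccl2, Ccl3, Ccl7, Pf4, Ctsk, Mrc1 and Cd163 are related to an oncogenic phenotype and took these genes and Cxcl9 to qRT-PCR in the ID8 and GL261N models.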

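Of 34 chemokine genes measured in CD11b+ cells from ID8 ascites, Cxcl9 rose after anti-LIF treatment, 13 fell and 20 did not pass the test (4 higher and 14 lower when adjusted over the list alone), and 2 rose without control replicate 1 or 2 or treated replicate 7. Besides Pf4, Ccl7, Ccl3 and Ccl2, the lower genes included the neutrophil attractant gene Cxcl2, with a log2 fold change of -2.38 (standard error 0.34, adjusted p = 0.0030 from limma), and the eosinophil attractant gene Ccl24, with -2.14 (standard error 0.40, adjusted p = 0.0084). The list was lower by camera with its preset correlation (adjusted p = 3.1e-04) and by fry (adjusted p = 0.020), but not by camera with an estimated one (adjusted p = 0.30 with an estimated correlation). Cxcl10 and Cxcl11, which share the receptor CXCR3 with Cxcl9 and were chosen after their values were seen, had log2 fold changes of 0.61 (standard error 0.54, adjusted p = 0.52 from limma) and 0.40 (standard error 0.16, adjusted p = 0.13). Without treated replicate 6, the log2 fold change of Cxcl9 was 2.56 and that of Ccl2 was -1.92. Of 22 chemokine receptor genes, 1 was lower, Ccrl2, with a log2 fold change of -1.55 (adjusted p = 0.0095 from limma), and 21 did not pass the test (1 lower also when adjusted over the list alone), but 4 were lower without control replicate 4, 2 were lower without treated replicate 6, and 1 was higher without treated replicate 6 or 8. With arrays centred on their medians 3 were lower and none was higher, as with the mouse pairs closest to the study's P-values. The same counts held among the 9 receptor genes above the median level. The list's median log2 level, 4.11, lay below that of all genes in control arrays (4.57), where no background level could be set. The counts therefore cannot show that the receptor genes were unchanged. Cxcr3 and Ccr2 had log2 fold changes of 0.06 (adjusted p = 0.82 from limma) and -0.34 (adjusted p = 0.28), and Cxcr3 was at 4.10 in control mice. Ccr2 was nearer to 0 without control replicate 3 and passed the test without control replicate 4 (-0.51, adjusted p = 0.091).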

CXCL9 and CCL2 stood out as chemokines described to be critical for CD8^+^ T cell tumor infiltration, and the recruitment of TAMs and Tregs^15–17^, respectively. We confirmed the CXCL9 and CCL2 regulation in TAMs (CD11b^+^ Ly6G^−^ Ly6C^−^) by the neutralization of LIF or LIF shRNA (Fig. 2c, Supplementary Fig. 3k–m). Immunofluorescence (IF) and isolation of TAMs showed that CXCL9, CCL2, CD206, and CD163 were mainly expressed in TAMs (Fig. 2d, Supplementary Fig. 4, 5a) and inhibition of LIF function regulated their expression (Fig. 2c, d, Supplementary Figs. 3k–m,  4). CXCR3 (CXCL9 receptor), CCR2 (CCL2 receptor) and LIFR were expressed in TAMs and CD8^+^ T cells (Supplementary Fig. 5b).

In order to address the relevance of the regulation of CXCL9 and CCL2 in the LIF oncogenic function, we used CXCL9 and CCL2 knockout (CXCL9^−/−^, CCL2^−/−^) mouse models, and blocking antibodies against CXCL9 and CCL2. Interestingly, the anti-tumor response to the inhibition of LIF was blunted in the CXCL9^−/−^ mice but not in the CCL2^−/−^ mice (Fig. 2e). Similarly, the CXCL9 neutralizing antibody but not the CCL2 antibody impaired the anticancer response to anti-LIF (Fig. 2e). These results indicated that the main mediator of the anti-LIF response was CXCL9. As expected, the blockade of CXCL9 prevented the increase of CD8^+^ T cell tumor infiltration in response to anti-LIF (Fig. 2f). We then investigated whether the TAM-specific expression of CXCL9 was responsible for the regulation of the tumor infiltration of CD8^+^ T cells. We generated GL261N tumors in CXCL9^−/−^ and CCL2^−/−^ mice and hence the tumors were infiltrated with CXCL9^−/−^ or CCL2^−/−^ TAMs. We then transplanted the tumors into wild type mice and assessed CD8^+^ T cell tumor infiltration in response to the blockade of LIF. We observed that the TAM-specific deletion of CXCL9 reduced the infiltration of CD8^+^ T cells in response to the blockade of LIF (Supplementary Fig. 5c, d). In contrast, the TAM-specific deletion of CCL2 did not impact on the CD8^+^ T cell tumor recruitment (Supplementary Fig. 5c, d).

We went back to the analysis of TCGA datasets of human GBM and ovarian cancer and observed a significantly positive correlation between LIF and CCL2, CD163, and CD206 in both tumor types (Supplementary Fig. 6). No correlation was observed between LIF and CXCL9. In order to validate these results at the protein level, we analysed a cohort of 20 GBM patients and performed LIF, CXCL9, CCL2, CD163, and CD206 IHC of the tumors. We noted a strong positive correlation between LIF and CCL2, CD163 and CD206 (Fig. 2g, h). CXCL9 was expressed in isolated clusters of cells and its levels showed an inverse correlation with LIF in human GBM (Fig. 2g, h).

### LIF induces the epigenetic silencing of CXCL9

We decided to explore the molecular mechanisms involved in the regulation of CXCL9 by LIF in macrophages. To this end, we studied the effect of LIF on primary cultures of mouse bone marrow derived macrophages (BMDMs). LIF regulated the expression of several M1-like and M2-like markers induced by IFNγ or IL4 in BMDMs (Fig. 3a). CXCL9 expression was not detected except when BMDMs were treated with IFNγ. Recombinant LIF repressed the induction of CXCL9 by IFNγ both at the mRNA or protein levels (Fig. 3b, c). A similar result was observed when BMDMs were treated with LPS (Supplementary Fig. 7a). Importantly, CXCL9 was also regulated by IFNγ and LIF in patient-derived TAMs (CD11b^+^ CD14^+^) obtained from fresh human GBM tumors (Fig. 3d, Supplementary Fig. 7b, c). Thus, LIF acted as a repressor of CXCL9 induction. CXCL9 has been described to undergo epigenetic regulation^18^ and LIF is known to regulate the epigenetic status of embryonic stem cells^1,19^. In line with this, we found that treatment with LIF increased the levels of H3 lysine 27 trimethylated (H3K27me3), decreased the levels of acetylated H4 (H4ac), and increased EZH2 binding to the CXCL9 promoter region, altogether showing that LIF was regulating CXCL9 expression through epigenetic silencing (Fig. 3e).

**Fig. 3:**
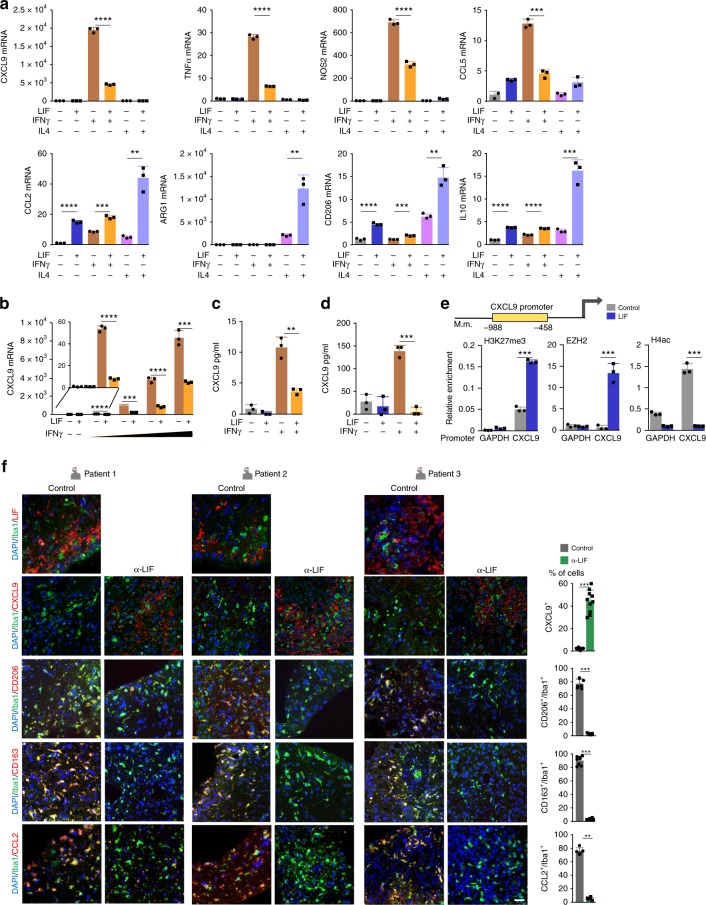
LIF represses CXCL9 through epigenetic silencing. **a**, **b** qRT-PCR analysis of the indicated genes in BMDMs. BMDMs were pre-incubated with 20 ng/ml LIF for 72 h and then stimulated with 5 ng/ml IFNγ or 10 μg/ml IL4 during 6 h (**a**) or with 0.1, 0.5, 1 and 5 ng/ml IFNγ for 24 h (**b**). **c** CXCL9 ELISA from BMDMs pre-incubated with 20 ng/ml LIF and then stimulated with 0.1 ng/ml IFNγ for 24 h. **d** CXCL9 ELISA from human CD11b^+^sorted cells (77% CD11b^+^ CD14^+^, see Supplementary Fig. 7b, c) from human GBM cultured with 20 ng/ml LIF for 72 h and then with 0.1 ng/ml IFNγ for 24 h. **e** ChIP of Tri-methyl-histone H3 (H3K27me3), EZH2 and acetyl-histone4 (H4ac) was performed in BMDMs treated with 20 ng/ml LIF for 72 h. Scheme shows the analysed CXCL9 promoter region. Representative data are presented as mean ± SD. **f** Representative images of IF of the indicated markers in human GBM organotypic slices (patients 1, 2, 3) incubated with 10 μg/ml anti-LIF for 3 days. Scale bar, 20 μm. (see Supplementary Fig. 8). Bottom, percentage of double positive cells relative to Iba1^+^ cells and percentage of CXCL9^+^ cells relative to the total number of cells. Data are mean of all patients ± SEM. Statistical analyses by Student’s *t*-test or Mann–Whitney *T*-test. *P < 0.05, **P < 0.01; ***P < 0.001; ****P < 0.0001

### LIF regulates CD8^+^ T cell tumor infiltration

To confirm that LIF regulates immune cell tumor infiltration through the repression of CXCL9 in tumors from actual cancer patients, we generated organotypic tissue cultures of GBM specimens freshly obtained from patients. These organotypic models allow for the short-term culture of tumor slices that maintain the tissue architecture and stroma (including immune cells) of the patient’s tumor^20^. We obtained organotypic tissue cultures from three patient-derived tumors expressing high levels of LIF (Fig. 3f, Supplementary Fig. 8). In all three cultures a large infiltration of TAMs was present as detected by the Iba1 marker and most of the TAMs expressed CCL2, CD163, and CD206. Interestingly, a 3-day treatment of the organotypic culture with a neutralizing antibody against LIF promoted a decrease in CCL2, CD163, and CD206 and an increase in CXCL9 expression (Fig. 3f, Supplementary Fig. 8).

We then decided to test whether the regulation of LIF could impact on the immune cell tumor infiltration. After anti-LIF treatment, we incubated the organotypic slices from three patient-derived tumors (expressing high levels of LIF) with peripheral blood mononuclear cells (PBMCs) from the same patient (Fig. 4a). Treatment with anti-LIF increased CXCL9 and decreased CCL2 expression (Fig. 4b), while inducing immune cell infiltration into the Matrigel surrounding the tumor specimen (Fig. 4b). Notably, CD8^+^ T cells were recruited to the tumor tissue upon LIF blockade (Fig. 4b, c, Supplementary Fig. 9) and this effect was dependent on CXCL9, since its neutralization prevented CD8^+^ T cell infiltration (Fig. 4d).

**Fig. 4:**
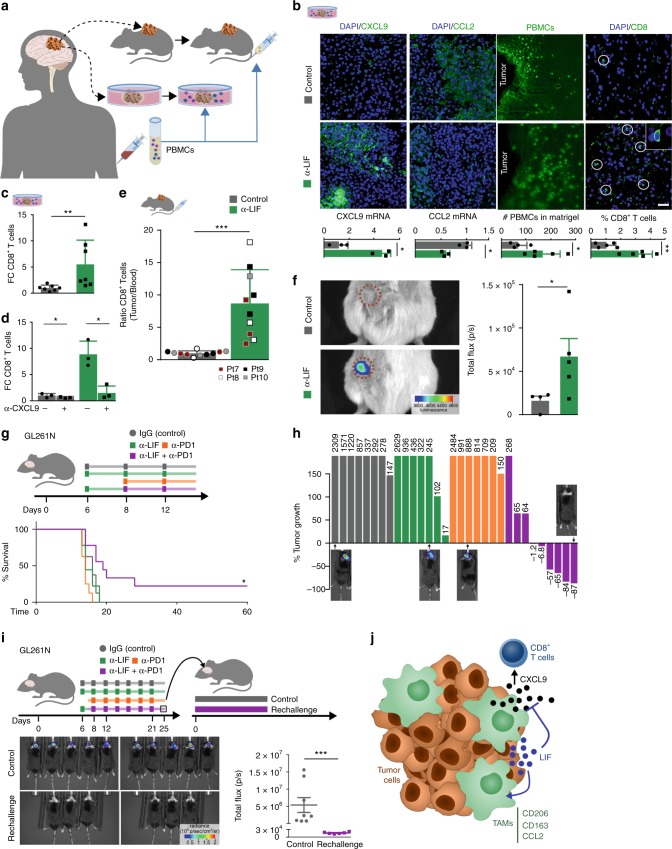
LIF blockade induces CD8^+^ T cell tumor infiltration and promotes tumor regression when combined with anti-PD1. **a** Schematic representation of GBM patient-derived xenografts and human organotypic models. **b** Organotypic specimens were treated with anti-LIF for 72 h and then cultured with PBMCs for 24 h. CXCL9 and CCL2 mRNA expression levels are shown. Representative images (patient 4, 5, 6) of CFSE-stained PBMCs into Matrigel containing GBM specimens and IF of the indicated factors in organotypic tissues are displayed. Bars represent quantification of five different fields of each condition. Data are presented as mean ± SD. Scale bar, 20 μm. **c**, **d** FC of CD8^+^ T infiltrating cells detected by flow cytometry in organotypic tissues treated with anti-LIF (**c**, **d**) and/or anti-CXCL9 (1.5 μg/ml) (**d**) for 72 h and then cultured with PBMCs for 48 h (patient 4, 5, 6). **e** CD8^+^ T infiltrating cells into subcutaneously engrafted GBM specimens in NSG mice. Bar graph represents the ratio of CD8^+^ T cells detected by flow cytometry in the tissue vs. CD8^+^ T cells detected in the blood of the same animal. Four patients (7, 8, 9, 10) with their corresponding PBMCs were evaluated and are represented with different colors. **f** Representative images of treated or untreated patient-derived xenografts (PDX) bearing mice 48 h after luciferase CD3^+^ T cells inoculation. T cells infiltration is measured as total flux (p/s) within the tumor. Data are mean ± SEM. **g** Scheme represents the experimental procedure of GL261N mice treated with anti-LIF, anti-PD1 or the combination. Overall survival determined by Kaplan-Meier curves is shown. **h** Tumor growth of the treated GL261N model represented as a fold change of tumor size between 13 and 6 dpi. Representative images are shown. **i** Scheme representing the experimental procedure for regression study. Images of mice and tumor size measured by total flux (p/s) at 13 dpi are shown. **j** Schematic representation shows the effect of LIF in CD8^+^ T cell tumor infiltration. Statistical analyses by Mann–Whitney *T*-test or Log-rank test. *P < 0.05; **P < 0.01; ***P < 0.001

We next decided to confirm this result in the context of an in vivo model. We inoculated tumor fragments from four patients, whose tumors expressed high LIF levels, in NSG mice and treated these mice with the LIF neutralizing antibody for 5 days. Next, we inoculated each patient’s PBMCs in the mice and analyzed the short-term tumor infiltration of T cells. Note that this experimental model cannot be used for long experiments, and hence survival analysis, due to graft-versus-host disease. Interestingly, mice treated with anti-LIF showed an increase in CD8^+^ T cell tumor infiltration and most of the infiltrating CD8^+^ T cells expressed the CXCL9 receptor, CXCR3 (Fig. 4e, Supplementary Fig. 10a, b). We also isolated CD3^+^ T cells from PBMCs and infected them with lentiviruses encoding luciferase. Interestingly, most of the cells expressed CXCR3. We inoculated these cells in mice bearing patient-derived tumors and were able to monitor the anti-LIF-mediated CD3^+^ T cell tumor infiltration by bioluminescence (Fig. 4f, Supplementary Fig. 10c, d)

### LIF and PD1 blockade promotes tumor regression

So far, our data indicated that the inhibition of LIF induced a change in the phenotype of TAMs increasing the expression of CXCL9 and leading to the recruitment of CD8^+^ T cells to the tumor. As expected based on the literature^21,22^, we observed that a subpopulation of CD8^+^ T cells within the tumor in our mouse models were PD1 positive (see Supplementary Fig. 3b, c). This indicated that the blockade of PD1 in this context might increase the anti-tumor response to anti-LIF agents. We decided to use our immunocompetent mouse models bearing overt tumors with anti-LIF and anti-PD1 antibodies and observed that the combination of the blockade of LIF and PD1 further decreased tumor growth when compared to each individual treatment. Moreover and importantly, the combined treatment with anti-LIF and anti-PD1 increased overall survival and induced tumor regression (Fig. 4g, h).

We collected the mice exhibiting complete tumor regression and reinoculated 3 × 10^5^ tumor cells. No tumor appeared in these mice while tumors rapidly grew in naive mice inoculated in parallel with the same number of cells (Fig. 4i). The result of this rechallenge experiment indicated that the combined treatment with anti-LIF and anti-PD1 generated immunological memory.

## Discussion

CD8^+^ T tumor infiltration and TAMs determine among other things the response to cancer immunotherapy^17,23–27^. We have observed that LIF acts as an oncogenic factor through the regulation of the immune system. LIF establishes a cross-talk between the innate and the adaptive immune response since LIF neutralization regulates the expression of a chemokine program in TAMs, including CXCL9, leading to an increase in CD8^+^ T cell tumor infiltration (Fig. 4j). This indicates that LIF is responsible for CD8^+^ T cell tumor exclusion and that it could be involved in resistance to immune checkpoint blockade. Indeed, we explored transcriptomic data of checkpoint inhibitor clinical trials^28^ and observed that LIF, and the genes that we found regulated by LIF, were associated to resistance to checkpoint inhibitor therapy (Supplementary Fig. 11).

The immunosuppressive response to LIF is not only seen in cancer. LIF has been shown to inhibit the immune response in organ transplantation^29^, autoimmune diseases^30^ as well as in embryo implantation^2,6^. As in many other cases, cancer hijacks a normal developmental program for its own gain. LIF has been designed through evolution to protect the embryo from the immune system of the mother and prevent early differentiation of ESCs. Tumors abduce this dual mechanism of action by secreting aberrantly high levels of LIF. In this way, LIF protects tumors from the host immune response and, as we and others have previously reported^8,31^, prevents differentiation of cancer-initiating cells.

Our work reveals a promising therapeutic target in cancer. The blockade of LIF in tumors expressing high levels of LIF promotes effector T cell tumor infiltration transforming a T cell excluded tumor into an inflamed tumor. This effect synergizes with checkpoint inhibitors inducing tumor regression in very aggressive tumors such as GBM. Therapies directed against LIF may therefore have broad applications in the treatment of cancer.

## Methods

### Patients

Human GBM specimens were obtained from the Vall d’Hebron University Hospital and Clinic Hospital. The clinical protocol was approved by the Vall d’Hebron Institutional Review Board and Clinic Hospital (CEIC), with informed consent obtained from all subjects.

### Human tumoroid and organotypic slice cultures

GBM tumoroids were generated as follows^8^. Briefly, tumor samples were processed within 30 min after surgical resection. Minced pieces of human GBM samples were digested with 200 U/ml collagenase I (Sigma) and 500 U/ml DNase I (Sigma) in PBS for 1 h at 37 °C with constant vigorous agitation. The single-cell suspension was filtered through a 70 μm cell strainer (BD Falcon) and washed with PBS. Finally, cells were resuspended and subsequently cultured in GBM medium that consisted of Neurobasal medium supplemented with B27, penicillin/streptomycin (all from Life Technologies) and growth factors (20 ng/ml EGF and 20 ng/ml FGF-2 (PeproTech)). GBM organotypic slice cultures were generated as follows. After resection, surgical specimens were cut with a scalpel into rectangular blocks of 5–10 mm length and 1–2 mm width and individually transferred into 0.4 µm membrane culture inserts (Millipore) within 6-well plates. Before placing the inserts into 6-well plates, 1.2 ml of Neurobasal medium (Life Technologies) supplemented with B27 (Life Technologies), penicillin/streptomycin (Life Technologies) and growth factors (20 ng/ml EGF and 20 ng/ml FGF-2) (PeproTech) were placed into each well. The cultures were kept at 37 °C with constant humidity, 95% air and 5% CO^2^. After one day, slices were treated with 10 µg/ml of a rat anti-mouse/human LIF blocking antibody (referred to as anti-LIF) (developed in house) or with its corresponding normal IgG (10 µg/ml) for 3 days. For the blocking CXCL9 studies, a neutralizing mouse monoclonal antibody against human CXCL9 (R&D Systems; MAB392) was added to the culture at 1.5 µg/ml. In some occasions, 0.1 ng/ml of human rIFNγ (R&D Systems) was added for 24 h. In parallel, peripheral blood mononuclear cells (PBMCs) were obtained from the whole blood of the same patient by centrifuge density separation using Lymphosep (Biowest). PBMCs were cryopreserved in RPMI medium supplemented with 10% inactivated FBS and 10% DMSO until use. For immune cell infiltration assays, control or anti-LIF slices were embedded into growth factor deprived Matrigel (Corning) with subsequent addition of 1 × 10^6^ PBMCs into 24-well plate in complete (10% inactivated FBS) RPMI medium. In addition, supernatants were collected and organotypic slices were recovered from Matrigel and further processed for IF and flow cytometry. In some conditions, PBMCs were resuspended with PBS at a concentration of 1 × 10^6^ cells/ml and incubated for 20 min with 5 µM Cell Trace CFSE (Invitrogen). After the incubation, cells were washed with RPMI and added to the sections embedded into Matrigel. After 24 h, fluorescent PBMCs invasion into Matrigel was evaluated under microscope by counting migrating cells in five different areas per each condition.

### Animals and in vivo experiments

All animal experiments were approved by and performed according to the guidelines of the Institutional Animal Care Committee of the Vall d’Hebron Research Institute in agreement with the European Union and national directives. Female C57BL/6 and NOD/SCID were purchased from Janvier, RAG^−/−^, CCL2^−/−^ and CXCL9^−/−^ from Jackson Laboratories and NOD scid gamma (NSG) from Charles River. For brain tumor models, 3 × 10^5^ GL261N, GL261 or RCAS cells, all of them with luciferase expression, were stereotactically inoculated into the corpus striatum of the right brain hemisphere (1 mm anterior and 1.8 mm lateral to the lambda; 2.5 mm intraparenchymal) of 8-week-old C57BL/6 mice. For ovary tumor model, 5 × 10^6^ ID8 ovarian cancer cells were intraperitoneally injected into 8-week-old C57BL/6 mice. A dose of 300 µg (ID8) or 600 µg (GL261N, GL261 and RCAS) of anti-LIF or a control IgG was administered intraperitoneally twice a week. Additionally, a dose of 200 µg of rat anti-mouse PD1 blocking antibody (anti-PD1, BioXCell; BE0146), anti-mouse/human/rat CCL2 antibody (MCP-1, BioXcell; BE0185) or 3 µg of anti-mouse CXCL9 antibody (R&D; AF-492-NA) was administered intraperitoneally twice a week. Tumor progression was monitored by body weight and by abdominal girth (ID8), or bioluminescence measurements using the Xenogen IVIS® Spectrum (GL261N, GL261, and RCAS). Mice were euthanized when they exhibited clinical signs of disease or distress (i.e., cachexia, anorexia, or increased respiratory rates) or when tumors began to interfere with normal body functions.

For brain tumor transplantation, GL261N tumors were isolated from tumor-bearing mice, embedded in pieces into Matrigel and subcutaneously implanted in new control or anti-LIF treated mice.

For regression study, 3 × 10^5^ GL261N cells were inoculated in 6 tumor bearing-mice with complete regression after anti-LIF, anti-PD1 combination treatment. Ten naive mice were inoculated 3 × 10^5^ GL261N cells in parallel.

### Primary cell cultures and cell lines

BMDMs were obtained from 6 to 10-week-old C57BL/6 mice^32^. Briefly, bone marrow precursors were cultured in DMEM (Life Technologies), supplemented with 20% heat inactivated FBS and 30% L-cell conditioned medium (cm) as a source of macrophage-colony stimulating factor. Differentiated macrophages were obtained after 6 days culture. L-cell cm was obtained from L929 cells grown in DMEM supplemented with 10% heat-inactivated FBS (Life Technologies). Human macrophages were isolated from human GBM specimens. Briefly, tumor tissue was enzymatically digested with Tumor Dissociation kit and CD11b^+^ cells were isolated using CD11b magnetic beads and the MultiMACS Cell24 separator Plus (all from Miltenyi Biotec). CD11b^+^ cells obtained were cultured in RPMI medium supplemented with 10% heat-inactivated FBS (Life Technologies). Recombinant LIF, IFNγ, LPS, and IL4 were purchased from Millipore, R&D Systems, Sigma and Creative BioMart, respectively.

GL261N were derived from GL261 cells that were obtained from Charles River and cultured in RPMI (Life Technologies). ID8 was a generous gift from Dr. George Coukos, Ludwing Institute for Cancer Research, Lausanne, and cultured in DMEM. The media for both cell lines were supplemented with 10% FBS and penicillin/streptomycin (Life Technologies). RCAS GFAP-tva PDGFA, shp53, shNF1 (RCAS) cells^13^ were cultured in Neurocult basal medium supplemented with Neurocult proliferation supplement, heparin, FGF, and EGF (all from StemCell Technologies).

### GBM patient-derived in vivo models

Surgical human GBM specimens were cut with a scalpel into rectangular blocks of 5–10 mm length and 1–2 mm width and transferred into a tube containing 100 µl of Matrigel (Corning) supplemented with 5 ng/ml of rIFNγ (R&D Systems). Each specimen was introduced subcutaneously into one or two flanks of 4 to 5-weeks-old NSG mice. Half of the mice received anti-LIF (600 µg) treatment every three days starting at the day of the implantation of the samples. Minimum of three specimens per condition were implanted. After 5 days, 1 × 10^7^ PBMCs obtained from the same patient, and previously stimulated with 150 U/ml of rIL2 (R&D Systems) for 24 h, were intravenously inoculated into the mice in exception of one (control without PBMCs). Forty-eight hours post-inoculation, engrafted tumors were collected and processed to determine CD8^+^ T cells infiltration by flow cytometry. Total blood of the mice was also processed using Ficoll-Paque Premium (Ge Healthcare) in order to obtain the PBMCs.

For immune cell infiltration assay, 1 × 10^7^ of luciferase expressing CD3^+^ T cells were intravenously introduced into control or anti-LIF (600 µg) treated GBM patient-derived models. After 48 h CD3^+^ T cells recruitment into the tumor was monitored by bioluminescence measurements using the Xenogen IVIS® Spectrum.

### Tumor digestion, flow cytometry, and cell isolation

Mice were euthanized and tumors were isolated. GL261N and RCAS tumors were enzymatically digested with Brain Tumor Dissociation kit and myelin was removed with Myelin Removal Beads II (all from Miltenyi Biotec). ID8 tumors were processed with Mouse Tumor Dissociation kit (Miltenyi Biotec) and ascitic liquids were collected. Human GBM specimens of the organotypic model and the patient-derived xenografts were enzymatically digested with Human Tumor Dissociation kit (Miltenyi Biotec).

From GL261N cell suspension, CD11b^+^ cells isolation was performed using anti-Ly6C-APC and anti-APC microbeads and anti Ly6G microbeads to deplete Ly6G^+^ and Ly6C^+^ populations and then with CD11b magnetic beads. CD45^+^ cells isolation was performed with anti-mouse CD45 magnetic beads. From ID8 cell suspension, CD11b^+^ cells were isolated using anti-CD11b magnetic beads. Finally, from organotypic slices, CD45^+^ cells isolation was performed using anti-human CD45 magnetic beads. All the isolation procedures were performed using the MultiMACS Cell24 separator Plus following manufacturer instructions and magnetic beads were purchased from Miltenyi Biotec.

The murine antibodies against CD3 (17-0032-82; 1:40), CD4 (11-0042-81; 1:250), CD335 (25-3351-82; 1:20), CD163 (12-1631-82; 1:40, MHC class II (47-5321-82; 1:80), CXCR3 (12-1831-82; 1:40) from eBioscience, CD45 (BD-550994; 1:200), CD8 (BD-557654; 1:40), F4/80 (BD-565410; 1:25), CD11b (BD-553310; 1:100), CD11c (BD-550261; 1:100), CD206 (BD-565250; 1:30), CD49d (BD-740012; 1:30) from BD Bioscience, LIFR (Novus FAB5990N; 1:20) from Novus Biologicals, Ly6G (127622; 1:200), Ly6C (128018; 1:150), CCR2 (150604; 1:50) and PD1 (135208; 1:80) from Biolegend were used for flow cytometry. Intracellular staining of FoxP3 (12-5773-82; 1:40), Granzyme A (GZMA) (48-5831-82; 1:80), CXCL9 (12-3009-80; 1:40) from eBioscience and CCL2 (505910; 1:100; Biolegend) were performed using a specific staining set (eBioscience). For flow human studies, antibodies against CD11b (333142; 1:100), CD14 (555397; 1:100) from BD Bioscience, CD45 (304032; 1:100), CD3 (344816; 1:100), CXCR3 (353708; 1:100) from Biolegend and CD8 (560179; 1:75; BD Pharmigen) were used. In some occasions samples were previously incubated with LIVE/DEAD fixable yellow dead stain kit (L34959; 1:2000;Thermo Fisher Scientific) to determine viability. As a positive control of human GBM organotypic and patient derived xenografts, 1 × 10^6^ PBMCs (named as “spike PBMCs”) was added into the control samples in order to establish the leukocyte populations.

Samples were acquired on a BD LSRFortessa™ cell analyser or Navios (Beckman Coulter) and data were analysed with Flow Jo software.

### Lentiviral infection

293T cells were transfected using lipofectamine 2000 (Invitrogen) transfection method with pMD2.G enveloping plasmid, psPAX.2 packaging plasmid, and either pLenti CMV Luciferase (v-168-1) (Addgene), pLKO.1 or pLKO.1-shLIF murine (Sigma). After 16 h, medium was replaced by fresh medium and lentivirus was harvested for an additional 24 h. For cell lines infection, medium containing recombinant lentivirus was added to cells with polybrene (Sigma) at a concentration of 8 µg/ml. Following 16 h of incubation, cells were washed and incubated in fresh medium previous to selection.

CD3^+^ T cells were negatively isolated from PBMCs using Dynabeads Untouched Human T cell Kit (Thermo Fisher). Isolated CD3^+^ T cells were infected with lentivirus vectors^33^. Briefly, a 24 well plate was pre-coated for 1 h at 37 °C with 1 µg/ml of anti-CD3 (clone OKT3, Thermo Fisher Scientific) and 5 µg/ml of CH-296 (Retronectin recombinant fibronectin fragment, Takara). CD3^+^ T cells were resuspended at concentration of 0.7 × 10^6^ cells/ml with RPMI supplemented with 10% heat-inactivated FBS and 600 IU/ml of rIL2 (R&D systems). 0.4 ml of cell suspension was mixed with 1 ml of luciferase lentiviral vector (supplemented with 600 IU/ml of rIL2 and 8 µg/ml of polybrene) and seeded into anti-CD3/CH-296 coated 24-well plate. Plate was centrifuged at 1000×*g* for 30 min at 32 °C. The day after, medium was replaced by fresh RPMI supplemented with 10% heat-inactivated FBS and 600 IU/ml of rIL2. After 4 days cells were subcultured 1:2 into new anti-CD3/CH-296 pre-coated 24-well plate until used. At same time point, luciferase was determined by the luciferase assay system (Promega).

### CRISPR/LIF cell line generation

Cells were transfected with the commercial mouse LIF CRISPR/Cas9 KO plasmid (Santa Cruz Biotechnology) following manufacturer’s specifications. Green Fluorescent Protein (GFP) was used as a selective label. After 3 days, transfected cells were selected by sorting. CRISPR/LIF-KO positive cells were checked by qRT-PCR and ELISA.

### ELISA

For the quantitative determination of CXCL9 and CCL2 protein levels secreted to the media, and IL10 and IL12 protein levels from tumor tissue, we used the Mouse or Human Duo-Set ELISA kit (R&D systems) following manufacturer’s specifications.

### Quantitative real-time PCR

Cells were lysed for mRNA extraction (RNeasy Mini or Micro Kit, Qiagen), retrotranscription (iScript Reverse Supermix from BioRad for mRNA), and qRT-PCR was performed using Taqman probes from Applied Biosystems, according to manufacturer’s recommendations. For paraffin-embedded sections, RNA was obtained by using High Pure FFPET RNA isolation kit (Roche) and following manufacturer instructions. Reactions were carried out in a CFX384 Touch™ Real-Time PCR Detection System (Bio-Rad) and results were expressed as fold change calculated by the Ct method relative to the control sample. Murine or human *ACTB* or *GAPDH* were used as internal normalization controls.

### Immunohistochemical and immunofluorescence staining

Immunohistochemical (IHC) staining was performed as follows. Slides were deparaffinized and hydrated. Antigen retrieval was performed using pH 6 or pH 9 Citrate Antigen Retrieval Solution (DAKO), 10 min 10% peroxidase (H_2_O_2_) and blocking solution (2% BSA) for 1 h at room temperature. As a detection system, EnVision FLEX + (DAKO) was used according to the manufacturer’s instructions, followed by counterstaining with hematoxilin, dehydration and mounting (DPX). The quantification of LIF, CCL2, CD163, CD206, and CXCL9 staining in GBM tumors from patients was expressed as *H*-score (3× percentage of strong staining + 2× percentage of moderate staining + percentage of weak staining), giving a range of 0–300. Quantification of p-STAT3, Ki67, CC3, and CD8 was performed with ImageJ, counting the total number of cells of three different fields per mouse, five mice/group, and calculating the percentage of positive cells. Data in graphs are presented as mean ± SEM.

IHC antibodies: human LIF (Atlas; HPA018844; 1:200), murine LIF (Atlas; HPA018844; 1:300), murine p-STAT3 (Cell Signaling; 9131; 1:50), murine Ki67 (AbCam; ab15580; 1:200), murine Cleaved-Caspase3 (CC3) (Cell Signaling; 9661; 1:500), murine CD8 (Bioss; bs-0648R; 1:200), human/murine CCL2 (Novus Biologicals;NBP2-22115; 1:200), human CXCL9 (Thermo Fischer Scientific; 701117; 1:100), human CD206 (Abcam; ab64693; 1:4000) and human CD163 (Leica Novacastra; NCL-L-CD163; 1:200).

Immunofluorescence (IF) staining was performed as follows. Nuclei were counterstained with DAPI and images were captured using a laser scanning confocal NIKON Eclipse Ti microscope. Quantification of immunofluorescence were performed with ImageJ, counting all or up to 100 cells positive for CD11b, Iba1, or CD3 of 2–3 different fields of each mouse, 3–5 mice/group, and calculating the percentage of those cells positive for CCL2, CD206, and CD163 inside the Iba1 positive population. For CXCL9, it was calculated the percentage of cells surrounded by the signal of this cytokine inside the total population of cells. For organotypic slices, 3–4 fields of each patient (*n* = 3) were quantified. For organotypic tissue immunofluorescence, five different Z-stack images per condition were processed with Fiji-Image J software. For CD8^+^ T cells, percentage of CD8^+^ T cells was calculated among the total population. Data in graphs are represented as mean ± SEM.

IF antibodies: human/murine CCL2 (Novus Biologicals; NBP-22115; 1:200), human/murine Iba1 (Wako; 019-19741; 1:1000 and Abcam; ab5076; 1:50), human/murine CD206 (Abcam; ab64693; 1:500), murine CD163 (Abcam; ab199402; 1:200), CXCL9 (murine R&D; AF-492-NA; 1:200; human Thermo Fischer Scientific; 701117; 1:200), human CD8 (DAKO; M7103; 1:200), human LIF (Atlas; HPA018844; 1:200) and human CD163 (Leica Novocastra; NCL-L-CD163; 1:200).

### Microarray expression analysis

RNA was assayed on the Affymetrix microarray platform with the Mouse Gene 2.1 ST. Next, it was normalized based on a Robust-Microarray Average (RMA)^34^ (by Progenika). We identified the genes differentially expressed in anti-LIF treated mice through a Bayesian linear regression considering paired samples, using *limma* Bioconductor package^35^.

### Chromatin immunoprecipitation assays

Immunoprecipitation of chromatin was performed according to the Upstate (Millipore) standard protocol. Briefly, 1.2 × 10^7^ BMDMs were fixed using 1% formaldehyde for 10 min at 37 °C, harvested, and sonicated to generate chromatin fragments of 200–500 bp. Then 20 µg of sheared chromatin was immunoprecipitated overnight with 2 µg of anti-Tri-Methyl-Histone H3 (Lys27) (Cell Signaling; 97335), anti-acetyl-H4 (Millipore; 06–866) or anti-EZH2 (Millipore; CS203195) antibody. Immunocomplexes were recovered using 20 µl of protein G magnetic beads, washed, and eluted. Cross-linking was reversed at 65 °C 4 h and immunoprecipitated DNA was recovered using the PCR purification kit from Qiagen. Genomic regions of interest were identified by real-time quantitative PCR (qPCR) using SYBR Green Master Mix (Invitrogen). Each value was corrected by the corresponding input chromatin sample. *CXCL9* promoter was amplified using “CCCCGTTGCAATACTTTCAT” (forward) and “CCCCGTTGCAATACTTTCAT” (reverse) primers (EZH2, acetyl-H4) or “TGCTGTTGAATGCCACTTTC” (forward) and “TCCCTGCTACCTTTTCCAGA” (reverse) primers (H3me3). Mouse *GAPDH* promoter (Diagenode) was amplified as a control.

### TCGA data sets analysis

We downloaded RNA-seq data from The Cancer Genome Atlas (TCGA) for 9,403 patients suffering from 28 distinct solid tumors (see details on the tumor cohorts considered in Supplementary Data 1b) from Firebrowse server (http://firebrowse.org, version 2016_01_28). The RNA-seq normalized data (RSEM) was log2 transformed for all downstream analyses. Next, we obtained the gene signatures of TAMs from ^37^ (see Supplementary Data 1a). Based on previous work^36–38^, we inferred the relative abundance of the immune populations through a single sample gene set enrichment (ssGSEA)^39^ across all patients. Thereafter we computed the correlation between LIF expression and the ssGSEA scores of the four immune populations and the correlation between LIF and a set of genes of interest (see Statistical tests).

### Transcriptome analysis of metastatic urothelial carcinoma anti-PD1 treated patients analysis

We downloaded RNA-seq from the phase 2 clinical trial (IMvigor210) which investigates the clinical activity of PD-L1 blockade with atezolizumab in metastatic urothelial carcinoma^28^ We downloaded RNA-seq data (FASTQ files) and clinical annotations from the European Genome-Pheno Archive (EGAS00001002556). We normalized RNA-seq counts into Transcripts per million (TPM) for Homo Sapiens GRCh38 using Kallisto^40^. Two groups of patients, as previously defined by the authors, were considered for downstream analyses based on their clinical response to atezolizumab: non-responders (patients with Progressive Disease and Sustained Disease after treatment) and responders (patients with Partial and Complete response after treatment). To compare the expression levels of LIF between both groups TPMs were log2 transformed. Next, we performed an enrichment analysis of the anti-LIF down-regulated genes in anti-PD1 non-responder patients. We considered as anti-LIF down-regulated genes those genes with a log fold change (FC) <−1.5 in anti-LIF treated ID8 mice (see Microarray expression analysis above). 

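In CD11b+ cells of anti-LIF-treated ID8 mice, 70 genes had a log2 fold change below -1.5 and an adjusted p under 0.1 from limma, of which 58 have symbols other than those of small RNAs, pseudogenes and unnamed models. Besides chemokines and scavenger receptors, they include Ms4a4a, a surface protein gene of macrophages, with a log2 fold change of -2.08 (standard error 0.29, adjusted p = 0.0026 from limma), Atp6v0d2, a proton pump subunit gene, with -1.82 (standard error 0.29, adjusted p = 0.0044), and Atf5, a stress-response transcription factor gene, with -1.55 (standard error 0.16, adjusted p = 7.9e-04). Mmp9, a matrix protease gene, and Ptgs2, the gene of cyclooxygenase 2, lie close to the limit, at -1.52 (standard error 0.24, adjusted p = 0.0044) and -1.51 (standard error 0.30, adjusted p = 0.011). Atf5 no longer passed the limit without control replicate 2 or 3 or treated replicate 7 or 8. Mmp9 no longer did without control replicate 2 (-1.35), control replicate 3 or treated replicate 6, and Ptgs2 without control replicate 3, treated replicate 5 (-1.25) or treated replicate 7. With each feature tested on its own, 189 features were below the limit.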

Then, we performed a pre-ranked Gene Set Enrichment Analysis^41^, using *gseapy* Python3 package, on the genes differentially expressed between non-responder and responder patients (we considered the log FC as rank). Ranks were computed using *rankdata* Python3 SciPy package^16^.

### Statistical analysis

Data were analysed using GraphPad Prism 5.0 software. To compare two different groups we calculated *P*-value (*P*) using Student’s *T*-test (paired or unpaired) for parametric variables and Mann–Whitney test for non-parametric variables. Survival curves comparison was performed using Log-rank (Mantel-Cox) test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. TCGA data was analysed with Python3 SciPy library^16^, the correlation coefficient (*R*^2^) was obtained using a Pearson’s correlation. *P*-values were adjusted for multiple testing correction based on a Benjamini-Hochberg False Discovery Rate.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The microarray data of the mice ovary tumor model has been deposited in the Gene Expression Omnibus (GEO)/NCBI public database (accession no. GSE79852).

# Supplementary material for: LIF regulates CXCL9 in tumor-associated macrophages and prevents CD8+ T cell tumor-infiltration impairing anti-PD1 therapy
**Source:** Nat Commun. 2019 Jun 11;10:2416. doi: 10.1038/s41467-019-10369-9
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

## Title: Supplementary Data 1. Description of *in silico* immune infiltration datasets.

**Description:** (associated to Figure 1a and b)

Supplementary Data 1a. Gene signature used to detect the relative infiltration of TAMs.

Supplementary Data 1b. Summary of the TCGA tumor cohorts employed in the study, including the number of samples considered for each cohort, the cancer type acronym used in the figures and its corresponding full name.

Supplementary Data 1c. Pearson correlation values (named R^2^ in Figure 1) between the relative abundance of TAMs (ssGSEA scores) and LIF expression (log2 RSEM) across cancer types. P-value of the correlation and adjusted P-value (FDR Benjamini Hochberg) are shown.

## Title: Supplementary Data 2. Differential expression analysis in TAMs from anti-LIF treated mice.

**Description:** (associated to Figure 2a)

Results of the differential expression analysis of microarray data from TAMs comparing control and anti-LIF treated ID8 mice. For each gene log2 Fold Change (FC), mean expression across all microarray expression profiles, P-value and adjusted P-value (False Discovery Rate) are shown, all parameters have been determined through *limma* (see Methods). Gene significantly (adjusted P-value < 0.1) over-expressed (FC > 1.5) and under-expressed (FC < -1.5) are highlighted in yellow. 

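In the deposited values from CD11b+ cells, 36 genes were higher past a log2 fold change of 1.5 at an adjusted p under 0.1 from limma. They include Muc16, the gene of the ovarian cancer antigen CA125, with a log2 fold change of 1.88 (standard error 0.26, adjusted p = 0.0027 from limma), and Ly6c2, a monocyte surface marker gene, with 1.73 (standard error 0.42, adjusted p = 0.025). Without treated replicate 6, Ly6c2 was at 1.20 and under the limit. Muc16 belongs to the list of tumor and mesothelial genes, and its log2 level in control mice was 7.47 ± 0.53 (SD, n = 4). With each feature tested on its own, 123 features were past the limit. Supplementary Data 2 was read here as the first 1999 of the 13226 rows of its first sheet and the first 1999 of the 17511 rows of its second. The rows give a gene symbol, the log2 fold change, the mean log2 level over the arrays, the P-value and the adjusted P-value. The paper's log2 fold changes in the part read run from -4.14 to -0.55 in the first sheet, all negative, and from 0.51 to 3.07 in the second, all positive.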

In orange are highlighted genes experimentally validated (see Figure 2b to e).

Supplementary Data 2a. Genes over-expressed.

Supplementary Data 2b. Genes under-expressed.

How the deposited data were processed for this re-analysis (not part of the article)

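CD11b+ cells were isolated with magnetic beads from the ascites of ID8 tumor-bearing C57BL/6 mice, 4 control and 4 treated with anti-LIF, and RNA from each mouse was assayed on 1 Affymetrix Mouse Gene 2.1 ST array. The authors normalized the arrays by RMA (by Progenika), and the values are on the log2 scale. Their processing notes name R 3.1.2, and the RMA software and its library files are not given in the sources used here. The group means of Pf4, Ccl7 and Cxcl9 differ by the log2 fold changes that Supplementary Data 2 prints, which fixes the scale and the direction, anti-LIF minus control.

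The values cover 41345 features. Those with a single gene symbol (23521) were averaged by symbol to 22180 genes, of which 1082 have several features. Features with several symbols (1814) or none (16010) were left out except where each feature was tested on its own. No filter on low values was applied. Genes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with statmod 1.5.0, and p-values were adjusted by Benjamini-Hochberg, with the study's threshold of 0.1 and its log2 fold change limit of 1.5. The methods name paired samples and do not name the pairs, so the main fit had none. The study's printed P-values were closest to 1 of the 24 possible pairings. With a prior fitted for each pairing, the median difference was 3.0e-07 on the log10 scale, against 0.092 for the next pairing. The study therefore most likely used the closest pairing. It was run as an alternative, and the main counts and p-values remain those of the fit without pairs. For the genes named, an exact two-sided permutation test over the 70 assignments of the 8 arrays was added. On simulated data with 100 genes changed by 1 and 100 by 2 on the log2 scale among 22180, the fit recovered 81% and 100% of them, with 21 false calls (10.4% of calls), and made 0 calls with no change. The simulation was run once, with noise independent between genes. It does not show how often false calls arise where genes vary together between mice.

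The tests, the alternatives, the rule for named genes and 29 gene lists were fixed before the deposited values were examined, but after the study's own fold changes in the part of Supplementary Data 2 used here had been seen. Those fold changes come from the same arrays. Apart from the TAM signature, counts and p-values of the lists are therefore not independent evidence of a direction. Named genes were those the paper names, the 10 largest changes in each direction among called genes whose groups did not overlap, without small RNAs, pseudogenes and unnamed models, and up to 4 called members of each list with the largest changes. The lists cover interferon-induced GTPases, MHC class I and class II presentation, interferon-gamma signalling, the type I interferon response, chemokines, chemokine receptors, M2-like and M1-like activation, the study's TAM signature (Supplementary Data 1a) in mouse symbols, lysosome and lipid handling, the LIF and STAT3 pathway, the EZH2 complex with H3K27 demethylases, ATF4 targets, hypoxia and glycolysis, immune checkpoint ligands and suppressive enzymes, the cell cycle, and immediate-early genes. Others hold markers of resident macrophages, monocytes, neutrophils, dendritic cells, T and NK cells, B cells, tumor and mesothelial cells, platelets, erythroid cells, eosinophils, and mast cells and basophils. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Camera called 18 of the 29 lists with the preset correlation and 0 with an estimated one, and fry called 18 in one direction and 26 in either direction. Lists of antibody-secreting cell, general macrophage and heat shock genes were added after the first results, before the values of their genes were seen, and immunoglobulin genes were grouped after their values were seen. Intervals of list medians are 95% bootstrap intervals over genes with 10000 draws, and genes of a list are not independent replicates.

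Alternatives were pairs as a block, each feature on its own, the feature with the highest mean, genes above the median level, quantile normalization again, arrays centred on their medians, eBayes with trend and robust settings, array weights, small RNA and unnamed symbols left out, an adjusted p under 0.05, and each array left out in turn. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The number of arrays limits the precision, with a median standard error of 0.156 on the log2 scale.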

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

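The tests of a single array or mouse, of T and NK cell RNA, of the spread of the arrays and of other groupings of the mice were chosen after the results were seen. Of 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called as many as 3732 genes, and the highest of the other splits called 1. Such a test can reach no less than 1 in 35, and the other splits mix treated and control mice, so it does not exclude chance.

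Immunoglobulin genes, which the paper does not discuss, rose: of 22, chosen after their values were seen, 12 were higher and none was lower, with a median log2 fold change of 1.12. The part of Supplementary Data 2 read here holds 0 immunoglobulin rows, and its highest log2 fold change is 3.07. Igkj1 (3.39) and Jchain (3.20) lie above that here. A single array does not account for the rise, since the median without any 1 array was at least 0.946. More B or plasma cells in the treated preparations may account for it and could not be excluded, and the CD11b beads would not remove peritoneal B-1 cells, which carry CD11b. Of 15 other genes of antibody-secreting cells, Pou2af1 rose, Sdc1 and Xbp1 fell and 12 did not pass the test (2 higher and 3 lower when adjusted over the list alone), with a median of -0.0907 (interval -0.116 to 0.281), which met the bound written beforehand against that explanation. That bound was set aside after the result was seen, because 9 of the 15 genes already stood above the median level in control arrays, which hides a small share of such cells.

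Interferon-induced GTPases had a median log2 fold change of 1.90 and MHC class I presentation genes one of 0.482, both outside the genes the paper discusses. Treated 6 stood highest in the GTPases (list mean 8.51, against 6.52 to 7.24 in the other treated mice), and without it their median was 1.34 with 9 higher, as with all mice, while without any 1 treated mouse at least 8 were higher, so 1 mouse alone does not account for the rise. RNA of T and NK cells in the treated preparations (the CD11b beads should remove most T cells, but not mature NK cells, which carry CD11b) may contribute and cannot be told apart: their genes had a median of 0.444, and the difference of medians was 1.45 (interval 0.418 to 1.96), but their median level of 4.03 lies below that of all genes in the control arrays (4.57), and no background level could be set. Interferon-gamma signalling genes, 2 higher and 2 lower, had a median of -0.0686. An effect of anti-LIF on the CD11b+ cells stays open and untested.

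Lysosome and lipid handling genes had a median log2 fold change of -0.857, ATF4 targets one of -0.871 and immediate-early genes one of -0.853, groups the paper does not discuss, though it names Ctsk of the first. With equal distributions on all arrays, 47 of 73 genes of the M2-like, lysosome and ATF4 lists were lower, against 54 before, so the narrower spread of the treated arrays does not account for them. A lower share of macrophages may contribute and cannot be told apart, since general macrophage genes had a median of -0.523 with an interval (-0.875 to -0.197) on both sides of the bound set for it. More handling stress in the control preparations cannot be told apart either, since 10 heat shock genes, 2 higher and 1 lower (2 and 1 also when adjusted over the list alone), had a median of 0.00105 (interval -0.233 to 0.235). An effect of anti-LIF on the macrophages themselves stays open.

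Dixon's test marked 11 of 210 groups of 4 arrays, about the 1 in 20 that chance gives. On the second principal component control 3 was at -23.0 and treated 6 at -28.9. Treated 6 also stood apart in Ccl2 (9.19), Cd163 (4.26), Gbp5 (8.57) and Il18 (7.23). Single control mice stood apart in Il10 (control 2, 6.63), Gbp3 (control 3, 5.58), Kdm6b (control 1, 6.13), Spib (control 1, 2.79) and Upk1b (control 1, 9.19).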

How the results depend on the processing

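Cxcl9 and the 7 lower genes kept direction and call in all 22 alternatives run for them, with a highest adjusted p of 0.0299. Of 100 named genes, 75 kept their call in every setting that gave them a value and 25 did not, and none reversed; 14 had no value among genes above the median level and 3 none with immunoglobulin genes left out. The count of higher genes (1284) was 2038 with each feature on its own, 749 with arrays centred on their medians and 674 at an adjusted p under 0.05. With 1 array left out it ran from 802 (without control 3) to 1357 (without control 1), and was 844 without control 2 and 840 without treated 7; that of lower genes ran from 1644 to 2445. Past a log2 fold change of 1.5, each feature on its own gave 123 higher and 189 lower, and leaving out 1 array gave 33 to 42 higher and 50 to 98 lower. With an estimated correlation the camera adjusted p was 0.281 for the GTPases, 0.303 for chemokines, 0.248 for the M2-like list and 0.248 for the TAM signature, while fry called these 4 (0.0292, 0.0197, 0.0113 and 0.0113). The M1-like list passed with genes above the median level (0.059), with centred arrays (0.0731), without control 3 (0.0926) and without treated 5 (0.0645), in a range of 0.0645 to 0.574 with 1 array left out. Apart from fewer arrays or a stricter threshold, the cause was not tested.

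The labels give no shared numbers. With pairs as a block, in the pairing closest to the study's printed P-values (1 with 5, 2 with 6, 3 with 7, 4 with 8), 2902 genes were called, 2749 of them shared with the fit without pairs. The deviations of so paired mice from their group means correlated at -0.0213, -0.0486, -0.0804 and -0.0221, so the values give no sign of pairing. With a prior fitted to the printed P-values as well, chosen after seeing the data, 658 genes were higher and 1487 lower, and the P-values differed from the printed ones by a median of 3.0e-07 on the log10 scale over 2335 genes, against 0.092 for the next pairing and 0.15 without pairs. Low array values have no measured background here.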

Differences from the paper's values

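Adjusted p-values were lower here than the paper's for all 8 genes it names, while the log2 fold changes match. The paper's adjusted p is 0.0221 for Ccl2 against 0.00403 here, 0.00796 for Ccl3 against 6.63e-04, 0.00561 for Ccl7 against 5.77e-04 and 0.00189 for Pf4 against 1.04e-04. The paper's value is 0.0284 for Ctsk against 0.00633 here, 0.0266 for Mrc1 against 0.00548, 0.0206 for Cd163 against 0.00458 and 0.0163 for Cxcl9 against 0.0021. The paper's values came from a fit with pairs and were adjusted over 30737 genes. Those here came from a fit without pairs and were adjusted over 22180. Past a log2 fold change of 1.5 at an adjusted p under 0.1, the paper's Supplementary Data 2 holds 48 higher and 88 lower genes, against 36 and 70 here. The gene sets are unlike. The part of the paper's table read here holds 0 immunoglobulin rows, while Igkj1 and Jchain are among the 36.

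Among the alternatives set before the data were examined, the highest adjusted p over the 24 pairings of mice as a block came within 1.5 times of the paper's for Ccl2 (0.018), Ccl3 (0.00552), Ccl7 (0.00478), Pf4 (0.00271), Ctsk (0.0202), Mrc1 (0.0188) and Cd163 (0.0191). So did each feature on its own for Pf4 (0.00156) and Cd163 (0.0141), and leaving out 1 array for Ccl2 (treated 7, 0.0152, and treated 8, 0.0148), Ctsk (control 2, 0.0216, treated 7, 0.0219, and treated 8, 0.022), Mrc1 (control 2, 0.0202, and control 3, 0.0178) and Cd163 (control 2, 0.0173). None did for Cxcl9, and the other alternatives did not for any of the 8. Those others include the pairing closest to the study's printed P-values, run as a block, with 0.0135 for Ccl2 and 4.27e-04 for Pf4. The highest value over the 24 pairings was taken for each gene on its own, so these values are not those of a single fit. They do not show that pairs alone account for the difference from the paper. Pairs with a fitted prior, chosen after seeing the values, gave 0.0235 for Ccl2, 0.00683 for Ccl3, 0.00337 for Ccl7, 0.00137 for Pf4, 0.0299 for Ctsk, 0.0282 for Mrc1, 0.0228 for Cd163 and 0.0164 for Cxcl9, and dropped none of the 8.

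The paper titles Supplementary Data 2a as over-expressed genes and 2b as under-expressed genes. In the part used here, the paper's log2 fold changes are all negative in 2a (Pf4 at -4.14) and all positive in 2b (Cxcl9 at 3.07), and both genes have the same signs here as anti-LIF minus control.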

Other observations

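Transcripts of genes the paper studies in other experiments mostly did not pass the test in these CD11b+ cells. The paper measured several of them in other ways. These were STAT3 phosphorylation, EZH2 binding at the Cxcl9 promoter, and the proteins FoxP3, GZMA and PD1 in T cells. The transcript values here do not test those results. Pdcd1 (4.24) and Gzma (3.72) also lay below the median gene in control arrays (4.57). Lif had a log2 fold change of -0.58 (adjusted p = 0.044 from limma), a call lost in 2 settings, and Adgre1, the gene of F4/80, one of -0.72 (adjusted p = 0.044), lost in 3. Foxp3 was at 0.59 (adjusted p = 0.077), a call lost in 11 settings. Cd8a was at 0.76 (adjusted p = 0.0096), and its call held in every setting that gave it a value, with none among genes above the median level. Lifr was at 0.08, Stat3 at 0.17, Ezh2 at -0.03, Pdcd1 at 0.11, Aif1 at 0.36 and Gzma at 1.07, with adjusted p of 0.73, 0.38, 0.92, 0.79, 0.24 and 0.11. Gzma was at 0.58 without treated 6 and gained a call in 3 settings, and Aif1 was at 0.21 without control 4 and gained a call in 1, without control 3 (0.52, adjusted p = 0.082). Of 17 LIF and STAT3 pathway genes, 4 fell (Lif, Junb, Il4ra and Il6st) and none rose (5 lower when adjusted over the list alone), but none fell and 1 rose without control 3, and 2 fell without control 2, control 4 or treated 7. Il6st lost its call in 14 settings, Il4ra in 4 and Junb in 3, and the camera call (adjusted p = 0.079) did not hold with fry (adjusted p = 0.12) or an estimated correlation (adjusted p = 0.47 with an estimated correlation). Of 9 genes of the EZH2 complex and H3K27 demethylases, Kdm6a and Kdm6b were lower, calls lost in 14 and 9 settings (2 lower also when adjusted over the list alone). None was lower without control 2, control 4, treated 5 or treated 7 and 1 without control 3, treated 6 or treated 8, with a camera adjusted p of 0.032 (adjusted p = 0.30 with an estimated correlation). Of 10 interferon-gamma signalling genes, Irf1 and Socs1 rose and the receptor genes Ifngr1, with a log2 fold change of -1.08, and Ifngr2, with -0.55, fell (2 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.53), and 1 was higher without control 1, control 2, control 4 or treated 8. Of the 32 genes of the study's TAM signature, which was not chosen on these samples, 10 fell and 2 rose (13 and 4 when adjusted over the list alone). None rose without control 4 or treated 6 and 1 without control 1, control 2, control 3 or treated 7, with a camera adjusted p of 0.0051 (adjusted p = 0.25 with an estimated correlation).

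Of 15 hypoxia and glycolysis genes, 6 fell and none rose (9 lower and 1 higher when adjusted over the list alone), among them Ero1a at -1.34 and Ndrg1 at -1.26, with a camera adjusted p of 1.3e-04 (adjusted p = 0.25 with an estimated correlation). Of 15 checkpoint ligand and suppressive enzyme genes, 4 fell, Ptgs2, Arg1, Tgfb1 and Nt5e (6 when adjusted over the list alone), with a camera adjusted p of 0.036 (adjusted p = 0.48 with an estimated correlation). Of 24 cell cycle genes, 5 rose and 1 fell (9 and 1 when adjusted over the list alone), but 2 rose without control 2 or treated 6 and 3 without control 4 or treated 8, and none fell without control 2, control 3, control 4, treated 5, treated 7 or treated 8, with Top2a at 0.67 and Mki67 at 0.59 and a camera adjusted p of 0.0014 (adjusted p = 0.30 with an estimated correlation).

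Markers of other myeloid cells moved both ways. Of 14 resident peritoneal macrophage genes 1 rose, Cd5l, and 2 fell, Adgre1 and Tgfb2 (3 and 3 when adjusted over the list alone; camera adjusted p = 0.70); 3 rose without treated 5 and 2 without control 3 or treated 8, and 1 fell without control 2 or treated 5. Of 9 inflammatory monocyte genes Ly6c2 rose and 3 fell, F13a1, Chil3 and Vcan, the last a call lost in 10 settings (1 and 4 when adjusted over the list alone), with a camera adjusted p of 0.035 (adjusted p = 0.44 with an estimated correlation). Of 16 neutrophil genes 3 fell, Mmp9, S100a8 and Mmp8 (1 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.15), 5 fell without treated 6, and 1 rose without control 1 or treated 6. Of 11 dendritic cell genes Zbtb46 rose (2 higher when adjusted over the list alone; camera adjusted p = 0.38), and 2 rose without control 4. Of 9 mast cell and basophil genes Cpa3 was higher, a call lost in 11 settings (1 higher when adjusted over the list alone; camera adjusted p = 0.27), and none of 6 eosinophil genes passed the test (2 higher when adjusted over the list alone), but 2 rose without treated 6 and 1 without control 1, control 4 or treated 8, with a camera adjusted p of 0.071 (adjusted p = 0.38 with an estimated correlation). Of 12 listed erythroid genes 4 were measured, and 2 were higher, Slc4a1 and Klf1, the last a call lost in 7 settings (3 higher when adjusted over the list alone), and 1 was higher without control 3, treated 5 or treated 7, with a camera adjusted p of 0.026 (adjusted p = 0.25 with an estimated correlation). The B cell, platelet, and tumor and mesothelial lists had camera adjusted p of 0.15, 0.41 and 0.70. Of the lists camera called with its preset correlation, fry did not call those of MHC class II, the LIF and STAT3 pathway, checkpoint ligands and suppressive enzymes, and eosinophils (adjusted p = 0.187, 0.116, 0.187 and 0.101). Of the others it called the B cell and mast cell lists higher (adjusted p = 0.071 and 0.091) and the platelet and neutrophil lists lower (adjusted p = 0.029 and 0.091), the platelet list against the sign of its median (0.05).

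Of 86 ribosomal protein genes 30 were lower and 4 higher (median log2 fold change -0.24, and -0.33 with arrays centred on their medians). Of 483 microRNA genes 37 were higher and 25 lower, with a median of 0.11 that was 0.02 with centred arrays. Groups of 4096 genes did not overlap (18.5%, where chance gives 2.86%).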
